A study of Mus musculus with 4 samples.

How the data were processed

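Kidneys of male C57BL/6 mice aged 19 months, given BPTES or the vehicle DMSO for 1 month, were profiled by single-cell RNA sequencing with 10x Genomics GEM-X chemistry. Each group comprised 2 libraries. Per the labels' protocols, kidneys were digested with liberase, stained for CD45 and sorted, and 20000 CD45-negative and 9000 CD45-positive cells of a tissue were pooled before library preparation, so that 31.0% of the pooled cells were CD45-positive. The deposited values are raw UMI counts per gene and cell barcode, written by Cell Ranger 8.0.1 per the file headers. The labels and headers state neither the genome build nor the annotation, and no coordinates are given here. The tables list 31054 features, among them an added tdTomato sequence that was left out of every test. Symbols that occur for more than 1 gene identifier (35 symbols) were kept apart by identifier.

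The lowest barcode total was 500 UMIs in each library. Barcodes were kept with at least 500 UMIs, at least 300 detected genes and at most 50% of UMIs from the 13 mitochondrial genes. This left 50605 of 76278 barcodes, and 25273 barcodes (33.1%) were over the mitochondrial limit. Doublets were scored with Scrublet (30 components) in each library, and the highest-scoring cells were removed at a rate of 0.4% per 1000 barcodes, 3867 cells in all. Scrublet's own threshold marked 634 cells. Of the 46738 cells kept, counts were scaled to 10000 per cell and log-transformed, and 3000 variable genes, 40 principal components, 15 nearest neighbours with Jaccard weights and Leiden clustering at resolution 1 gave 53 clusters. Mitochondrial genes were left out of the clustering.

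Clusters were named from fixed marker lists of 25 cell types (161 genes), by the list with the highest mean standardised expression. A cluster stayed unnamed if under 3 markers were detected in 20% of its cells, if markers of another type outnumbered its own among the 10 leading genes by fold, or if its cells were shallow and none of those 10 genes was a marker. Names rest on markers alone and stand for "like" the type named: a proximal tubule cell is a proximal tubule-like cell. In all, 47 clusters fell into 18 classes, and 6 clusters with 3801 cells (8.13%) stayed unnamed.

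Cells are not replicates, so raw UMI counts were summed per library and class. The 8 classes with most cells among those with at least 50 cells in every library were tested, as were the sums of all CD45-negative and of all CD45-positive classes. The test was edgeR's quasi-likelihood test with robust fitting, TMM scaling and filterByExpr, with Benjamini-Hochberg adjustment within a class and a threshold of 0.05. Fold changes are BPTES over DMSO on the log2 scale, and each SE was derived from the F statistic. CPM values are counts per 1e6 UMIs of the class sum after TMM scaling. Cell numbers per class were tested with the same tool, with the cells of the compartment (CD45-negative or CD45-positive classes) as library size, for the 17 classes with at least 20 cells. Beside it stands the exact two-sided permutation test, whose smallest possible p is 0.333 (2 of 6 splits). Intervals on shares are exact (Clopper-Pearson) 95% binomial intervals. Intervals and the limit that a count of 0 allows (3 counts) cover counting error only.

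Gene lists fixed in advance (12 lists, at least 5 tested genes) were tested with limma's camera at an inter-gene correlation of 0.01 on log2 CPM with a prior count of 2, adjusted over lists and classes. They cover senescence and its secretory phenotype, p53 targets, the amino acid stress response, glutamine and glutamate metabolism, tubular injury, extracellular matrix, interferon response, NF-kB inflammation, MHC class II, immediate early and dissociation genes, and the respiratory chain encoded in the mitochondrial and in the nuclear genome. The symbols Ccn2, Atp5f1a, Atp5f1b and Atp5f1c found no match in the tables. A difference in treatment effect between proximal tubule and macrophages was tested as an interaction of class and treatment with library as a block. Tests covered 12 genes fixed in advance, of which the text names some. It also names, for the 5 classes with most such genes, up to 3 genes per class with the largest change among those past the threshold with a mean log2 CPM of at least 5 and groups that did not overlap.

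Samples, tests, markers, gene lists, the rule for named genes and the alternatives were chosen before the data were examined. The alternatives were DESeq2, RLE scaling, no low-count filter, the replicate number as a block, leaving out each library, a 25% mitochondrial limit, doublets kept, Leiden resolution 2, TMM factors for shares, and fry or an estimated correlation for gene lists. Chosen after seeing the data were the other filter, doublet, clustering and naming settings, tests on 52 clusters by number, fits without single clusters, clustering without the called genes, and the interaction with each library left out. Where a library was left out, the lone library of its group was assumed to vary like the other group.

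The gene tests of the 8 classes, the list test and the share test were tried on simulated counts drawn from the means and totals of the real libraries. With 200 genes changed 2-fold in each of the 8 classes, edgeR recovered 48.0% to 74.5% of them, all with the right sign. Of its 1256 calls, 142 were false (11.3%), which is above the nominal 5%, and DESeq2 made 96 false calls among 1060. A gene list shifted 1.5-fold was called in 8 of 8 classes and no other list was called. Each gene was drawn independently, so this does not show how often the list test makes false calls when genes are correlated. In 100 simulated sets of cell numbers, a class changed 4-fold was called in 88, and 17 of 1623 unchanged classes were called (1.05%). The interaction and the sums over compartments were not simulated.

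Software was Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scanpy 1.11.5, scikit-learn 1.9.0, leidenalg 0.10.2, igraph 0.11.9, matplotlib 3.10.9, R 4.3.3, edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0.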

Results

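Single-cell transcriptomes were collected from kidneys of male C57BL/6 mice aged 19 months after 1 month of BPTES or vehicle (DMSO), with 2 libraries in each group. BPTES is a small molecule that inhibits an enzyme of glutamine metabolism. The comparison asks which cell types and transcripts of the aged kidney change under this treatment. Each library was made from 20000 CD45-negative cells (tubule, vessel and stroma) and 9000 CD45-positive cells (leukocytes). The BPTES libraries held 19832 and 17907 barcodes with 296360271 and 249881074 UMIs, and the DMSO libraries held 20091 and 18448 barcodes with 297947661 and 296928739 UMIs. Barcodes with over 50% mitochondrial UMIs made up 33.7% ± 0.611 (SD, n = 2) of the BPTES libraries and 32.6% ± 2.39 (SD, n = 2) of the DMSO libraries. After all filters, 12076 and 10849 BPTES cells and 12075 and 11738 DMSO cells remained. Cells of unnamed clusters made up 7.49% and 7.57% under BPTES and 7.83% and 9.63% under DMSO. The added tdTomato sequence had 0 UMIs in each library, which allows at most 0.0120 counts per 1e6 UMIs in the library with the fewest UMIs.

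Named clusters formed 18 cell classes, which are called by the cell type whose markers they carry. CD45-positive classes held 31.7% and 33.4% of the named cells in the BPTES libraries and 34.6% and 31.6% in the DMSO libraries, against 31.0% in the cell mixture. Proximal tubule cells were the most numerous (21761 cells), followed by macrophages (3899), T cells (3654) and endothelium (3581). Because the sort fixed the ratio of the compartments, shares were compared within the CD45-negative or the CD45-positive cells.

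Of 17 classes tested, 1 differed in share between the groups and 3 had an unadjusted p under 0.05 (edgeR's quasi-likelihood test). Plasma cells made up 6.66% ± 0.999 (SD, n = 2) of the CD45-positive cells under BPTES and 0.766% ± 0.0546 (SD, n = 2) under DMSO. This is a log2 ratio of 3.12 (SE 0.32), with an edgeR adjusted p of 6.8e-04. The BPTES libraries had 261 plasma cells (7.36%, exact 95% interval 6.52 to 8.27) and 199 (5.95%, 5.17 to 6.81), and the DMSO libraries had 28 (0.727%, 0.484 to 1.05) and 27 (0.805%, 0.531 to 1.17). The exact permutation test gave the smallest p it can, 0.333, so that it called 0 classes. The log2 ratio lay between 2.58 with predicted doublets kept and 3.26 without BPTES replicate 2, and was past the threshold under each alternative fit. Immunoglobulin genes lead the plasma cell cluster and also differed between the groups, so the cells were clustered again without the 2733 genes called in any comparison. The matching cluster then held 213 and 182 BPTES cells and 28 and 29 DMSO cells. The number of classes called was 8 without DMSO replicate 1 and 3 without DMSO replicate 2.

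Innate lymphoid cells (3.42% ± 0.742 against 1.54% ± 0.0669, SD, n = 2) and natural killer (NK) cells (4.25% ± 1.18 against 1.70% ± 0.679, SD, n = 2) had higher shares in both BPTES libraries. Neither difference held after adjustment (edgeR adjusted p 0.0720 and 0.0799, log2 ratios 1.15, SE 0.31, and 1.31, SE 0.39). Both were called without either DMSO library (innate lymphoid cells 1.20 and 1.11, NK cells 1.79 and 0.96). Without BPTES replicate 1 or 2 neither was called (innate lymphoid cells 0.91 and 1.36, NK cells 1.57 and 1.00). With the replicate number as a block neither was called (1.14 and 1.33). At clustering resolution 2 the ratio of innate lymphoid cells was -0.27, but the class there also holds a cluster of 604 cells led by Tnfrsf4, Foxp3 and Ctla4, genes that lead a T cell cluster in the reported clustering. Fibroblasts made up 0.918% and 0.718% of the CD45-negative cells under BPTES and 0.879% and 3.97% under DMSO, with a log2 ratio of -1.56 (SE 0.67, edgeR adjusted p 0.231). Without DMSO replicate 1 the ratio was -2.27 and called, and without DMSO replicate 2 it was -0.10. B cells (9.93% and 8.94% under BPTES, 7.51% and 6.32% under DMSO, log2 ratio 0.45, SE 0.28) and macrophages (24.2% and 23.1% against 30.2% and 33.0%, -0.42, SE 0.26) were not called (edgeR adjusted p 0.391 for each), though their groups did not overlap. Dendritic cells (8.52% ± 0.124 against 11.6% ± 1.06, SD, n = 2) were also lower under BPTES without overlap. So were T cells (23.7% ± 2.00 against 28.2% ± 3.84, SD, n = 2). Neither was called (log2 ratios -0.44, SE 0.27, and -0.25, SE 0.28, edgeR adjusted p 0.391 and 0.560). Proximal tubule cells made up 78.0% ± 4.06 and 73.1% ± 7.84 (SD, n = 2) of the CD45-negative cells under BPTES and DMSO.

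**Figure D1:**
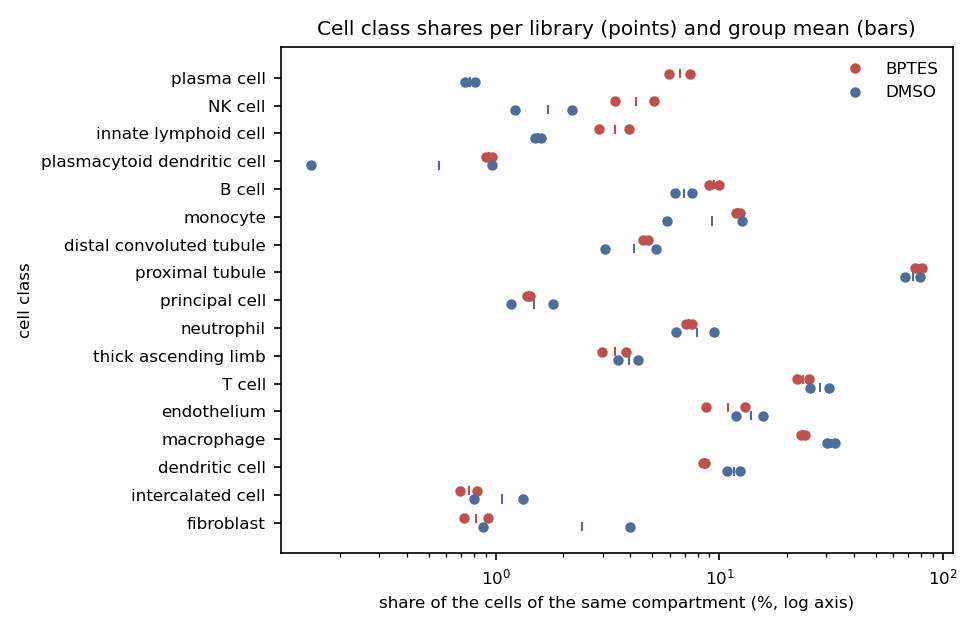
Share of each cell class among the cells of its compartment (percent, log axis) for each library (points) and the mean of each group (bars), BPTES in red and DMSO in blue. Plasma cells stand at 7.36% and 5.95% under BPTES and at 0.727% and 0.805% under DMSO, and 1 DMSO library holds 3.97% fibroblasts.

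Transcripts were then compared within each class. In proximal tubule, 160 of 16090 tested genes differed between BPTES and DMSO, 52 higher and 108 lower under BPTES. That number depended on single libraries. It was 1614 without BPTES replicate 1, 17 without BPTES replicate 2, 692 without DMSO replicate 1 and 1034 without DMSO replicate 2. Fitting without the low-count filter gave 2377 genes, of which 55.2% were higher against 32.5% in the reported fit. DESeq2 called 1033 genes, 159 of them shared with edgeR, and 59.8% of its calls were higher. In endothelium, 108 of 13663 genes differed (51 higher, 57 lower), with 173, 131, 228 and 167 when BPTES replicates 1 and 2 and DMSO replicates 1 and 2 were left out. In distal convoluted tubule, 9 of 10373 genes differed, against 4 without BPTES replicate 1, 1244 without DMSO replicate 1 and 100 with DESeq2 (61.0% higher, against 33.3%). Summed over all CD45-negative cells, edgeR called 0 of 18363 genes, with 1904 at an unadjusted p under 0.05, and DESeq2 called 313. The same sum gave 1655 calls without DMSO replicate 1, 32 without DMSO replicate 2 and 2 without BPTES replicate 1.

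Macrophages had 1331 called genes among 14395 (494 higher, 837 lower), and DESeq2 called 1338, of which 999 were shared. Only 37 macrophage genes were called without BPTES replicate 1 and 1 without BPTES replicate 2, against 1260 and 766 without DMSO replicates 1 and 2. Dendritic cells had 436 called genes among 12818 (188 higher, 248 lower), against 61 and 12 without BPTES replicates 1 and 2. In monocytes, 116 of 12182 genes differed (57 higher, 59 lower), against 243 and 719 without DMSO replicates 1 and 2. Without BPTES replicate 1 or 2, edgeR called 0 monocyte genes (1612 and 1556 at an unadjusted p under 0.05), while DESeq2 with all libraries called 500. T cells had 10 called genes among 12983 (3 higher, 7 lower), and this number was 223, 6, 284 and 100 without BPTES replicates 1 and 2 and DMSO replicates 1 and 2. RLE scaling left 7 T cell genes, 42.9% of them higher against 30.0%. In B cells, 2 of 10106 genes differed, Jchain (log2 fold change 3.24, SE 0.24) and Ccnd2 (-1.41, SE 0.16), which are named here after their values were seen. Jchain lost its call with predicted doublets kept (4.56). It rose by a like amount in the 7 other classes, from 2.68 (SE 0.42) in endothelium to 3.37 (SE 0.59) in dendritic cells, so its rise is not particular to B cells. The B cell count was 227, 44, 45 and 6 with the same libraries left out in turn. Summed over all CD45-positive cells, 1573 of 17078 genes differed (697 higher, 876 lower), against 104 and 45 without BPTES replicates 1 and 2. Plasma cells gave 13541733 and 11430833 of the 72269102 and 66338572 UMIs of the CD45-positive sum under BPTES. Under DMSO they gave 704890 and 2453013 of 81591419 and 75074190. The count for this sum can therefore reflect the changed share of plasma cells as well as changes within classes. Whether the classes differ in their response was tested only for proximal tubule and macrophages.

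**Figure D2:**
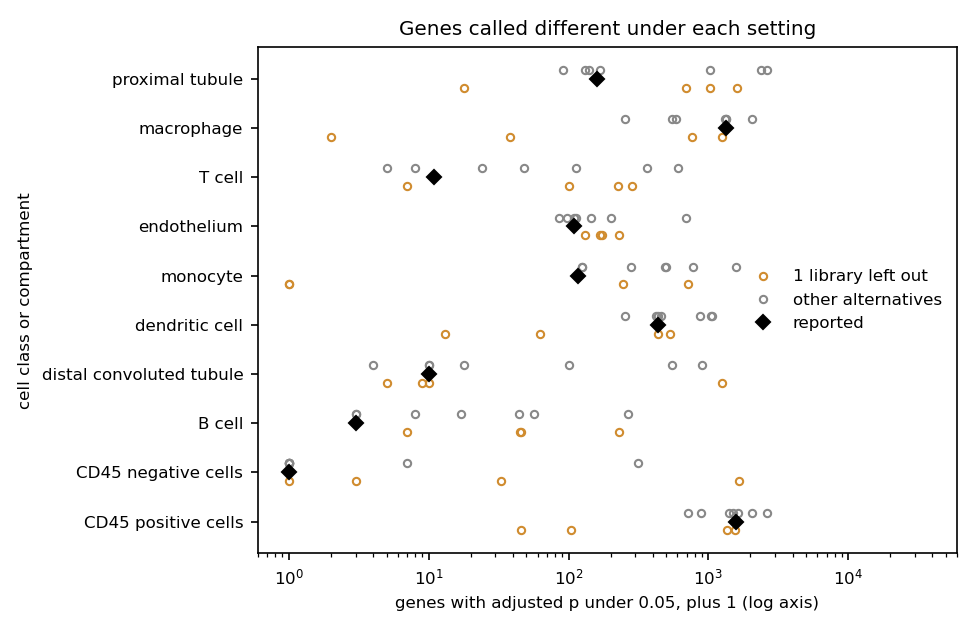
Number of genes past the threshold, plus 1 (log axis), in each class or compartment as reported (diamonds), with 1 library left out (orange circles) and under the other alternatives (grey circles). Macrophages stand at 1331 as reported and at 37 and 1 without a BPTES library.

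The genes with the largest changes by the fixed rule included the immunoglobulin light chain gene Igkc (ENSMUSG00000076609), which was higher under BPTES in proximal tubule (log2 fold change 2.37, SE 0.18, edgeR adjusted p 0.00883), endothelium (2.42, SE 0.19, 0.0219) and monocytes (2.33, SE 0.15, 0.0106). Its fold change was positive in 7 of the 7 tested classes other than B cells, from 1.29 (SE 0.17) in macrophages to 2.84 (SE 0.24) in distal convoluted tubule, and was 0.20 (SE 0.13) in B cells. Also higher were Col8a1 (1.45, SE 0.17) and Slc16a10 (1.31, SE 0.16) in proximal tubule, and the immunoglobulin gene Igha (3.97, SE 0.40) in monocytes. In fits that left out 1 cluster of the class, Igha rose by a like amount elsewhere without being called. It rose by 4.04 (SE 0.65) in proximal tubule, 4.04 (SE 0.59) in dendritic cells and 3.93 (SE 0.72) in macrophages. The rise of Igha is thus not particular to monocytes, and RNA from plasma cells is not excluded as its source. In macrophages Retnla (ENSMUSG00000061100) had 1 and 3 UMIs in the BPTES libraries and 1576 and 3480 in the DMSO libraries. Per UMI sequenced, Retnla was 671-fold lower under BPTES (exact 95% interval 262 to 2465, counting error only). This fold was 408 and 1461 without BPTES replicates 1 and 2, and 906 and 427 without DMSO replicates 1 and 2. Ccl2 (-2.13, SE 0.32) and Cfp (-1.70, SE 0.09) were also lower in macrophages. Endothelium had lower Egr1 (-1.23, SE 0.12) and Abca1 (-1.01, SE 0.12), monocytes lower Cd38 (-2.23, SE 0.29), and dendritic cells lower Ccl22 (-2.86, SE 0.29), Il4i1 (-1.84, SE 0.14) and Ear2 (-1.50, SE 0.16). Igkc in proximal tubule, Egr1 and Il4i1 were called under each alternative.

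Calls of the other named genes were lost under some alternatives, while their direction was kept. With the replicate number as a block, 5 of the 34 gene and class pairs followed lost their call and 1 gained one. None changed sign there. The gene-by-gene lists of lost and gained calls given here leave out this block. Without BPTES replicate 2, the calls of Col8a1 (1.32), Slc16a10 (1.10) and Cfp (-1.71) were lost. Without either BPTES library (replicate 1 and then 2), calls were lost for Retnla, Ccl2 (-2.46 and -1.87), Abca1 (-0.98 and -1.05), Igha (4.32 and 3.52), Igkc in monocytes (2.47 and 2.17), Cd38 (-2.16 and -2.29), Ccl22 (-2.89 and -2.83) and Ear2 (-1.37 and -1.63). The call of Igkc in endothelium was lost without DMSO replicate 1 (2.50) or 2 (2.33), that of Igha without DMSO replicate 1 (4.46), and that of Ccl2 without DMSO replicate 2 (-1.82). Calls were also lost with all 4 libraries, in fits that include those without 1 cluster of a class (34 in proximal tubule, 41 in macrophages, 48 in dendritic cells), chosen after the shares of these clusters were seen. Ccl22 lost its call without cluster 48 (-2.62) or without the low-count filter (-2.87). Retnla lost it without cluster 41, without that filter, with predicted doublets kept and at clustering resolution 2. Ccl2 lost it without the filter (-2.13), with doublets kept (-2.39) and at resolution 2 (-1.84), and Igkc in monocytes lost it with doublets kept (4.30).

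Of the 12 genes fixed in advance, 71 gene and class pairs could be tested. Past the threshold over all genes were 8 pairs, and 15 when adjusted over the list alone. Vcam1 (ENSMUSG00000027962), the gene of an adhesion molecule, fell in proximal tubule from 4.62 ± 0.823 to 0.349 ± 0.143 CPM (SD, n = 2; log2 fold change -3.76, SE 0.28, edgeR adjusted p 0.00454) and was called under each alternative. It was also lower in endothelium (-0.86, SE 0.11, adjusted p 0.00596) and dendritic cells (-0.99, SE 0.21, adjusted p 0.0474). The dendritic cell difference was 0.01 at clustering resolution 2, and its call was lost without BPTES replicate 1 (-0.75) or 2 (-1.28), without DMSO replicate 1 (-0.94), without cluster 48 (-1.04) and with DESeq2 (-0.99). Lcn2 was lower in proximal tubule (-2.63, SE 0.31, adjusted p 0.0176), with its call lost without BPTES replicate 2 (-2.74). Cd274 was lower in dendritic cells (-1.18, SE 0.10, adjusted p 0.00532), again except without BPTES replicate 2 (-1.17). Under BPTES, Lcn2 in proximal tubule had 17 and 15 UMIs, at 0.562% of its level in CD45-positive cells. Of 58 CD45-positive markers, 24 stood at least as high there, against 8 under DMSO, where Lcn2 stood at 3.24%. Relative to neutrophils, 1 of 6 markers stood as high under BPTES and 0 under DMSO. Background is thus not excluded for the BPTES value, which leaves the size of the Lcn2 difference uncertain. Havcr1 in proximal tubule was not called (-3.95, SE 1.08, adjusted p 0.188), with 51 and 19 UMIs under BPTES and 974 and 184 under DMSO. It was called without DMSO replicate 1 (-2.47) or 2 (-4.66), with DESeq2 (-3.98) and without the low-count filter (-3.95). Il1b was not called by edgeR over all genes in any of 8 classes, with 3 at an unadjusted p under 0.05. Adjusted over the list alone, it was lower in proximal tubule (-0.49, SE 0.14, adjusted p 0.0180) and dendritic cells (-0.25, SE 0.06, adjusted p 0.00653). In proximal tubule Il1b stood at 0.391% (BPTES) and 0.433% (DMSO) of its level in CD45-positive cells, below the median of 58 CD45-positive markers (0.515% and 0.567%), but at 0.0350% and 0.0394% of its level in neutrophils, above 6 of 6 neutrophil markers, so background there is neither shown nor excluded. The other calls made over the list alone were Vcam1 in macrophages (-0.86) and T cells (-1.69), Cdkn1a in T cells (-1.21), Havcr1 in B cells (-1.82) and Cd274 in endothelium (0.30). Vcam1 in T cells rests on 6 and 14 UMIs under BPTES and 39 and 43 under DMSO, at 0.586% and 1.07% of its level in endothelium. In T cells 2 of 9 endothelial markers stood as high, so background is not excluded there either. In the sum of CD45-positive cells, Glul was lower under BPTES (-0.23, SE 0.05, adjusted p 0.0492 over all genes and 0.0531 over the list alone). Within classes Glul was called in 0 of 8. In the tested CD45-positive classes it went from -0.30 (SE 0.41) in monocytes to 0.30 (SE 0.17) in B cells. The sum also takes in the higher share of plasma cells under BPTES, so a change within cells cannot be told apart from it.

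The senescence marker genes Cdkn1a (ENSMUSG00000023067) and Cdkn2a (ENSMUSG00000044303) were among the fixed genes. Cdkn1a was lower under BPTES in proximal tubule (21.8 ± 2.38 CPM under DMSO, 9.26 ± 2.48 CPM under BPTES, SD, n = 2; log2 fold change -1.23, SE 0.18, edgeR adjusted p 0.0453), macrophages (-0.56, SE 0.11, adjusted p 0.0348) and dendritic cells (-0.45, SE 0.08, adjusted p 0.0292). Its call was lost in proximal tubule without BPTES replicate 2 (-0.98), without cluster 34 (-1.22) and with a 25% mitochondrial limit (-1.25). In dendritic cells it was lost without BPTES replicate 1 (-0.53) or 2 (-0.37) and at clustering resolution 2 (-0.43). In macrophages the call was lost without BPTES replicate 1 (-0.73) or 2 (-0.41) and without DMSO replicate 1 (-0.56) or 2 (-0.57), with predicted doublets kept (-0.62) and at clustering resolution 2 (-0.31). Cdkn2a could be tested in 2 classes. In macrophages it had 52 and 21 UMIs under BPTES and 497 and 99 under DMSO (log2 fold change -2.16, SE 1.09, edgeR adjusted p 0.308). The difference was -0.54 (SE 0.42) without DMSO replicate 1 and -2.90, and called, without DMSO replicate 2. In T cells Cdkn2a changed by -0.57 (SE 0.27, adjusted p 0.370).

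**Figure D3:**
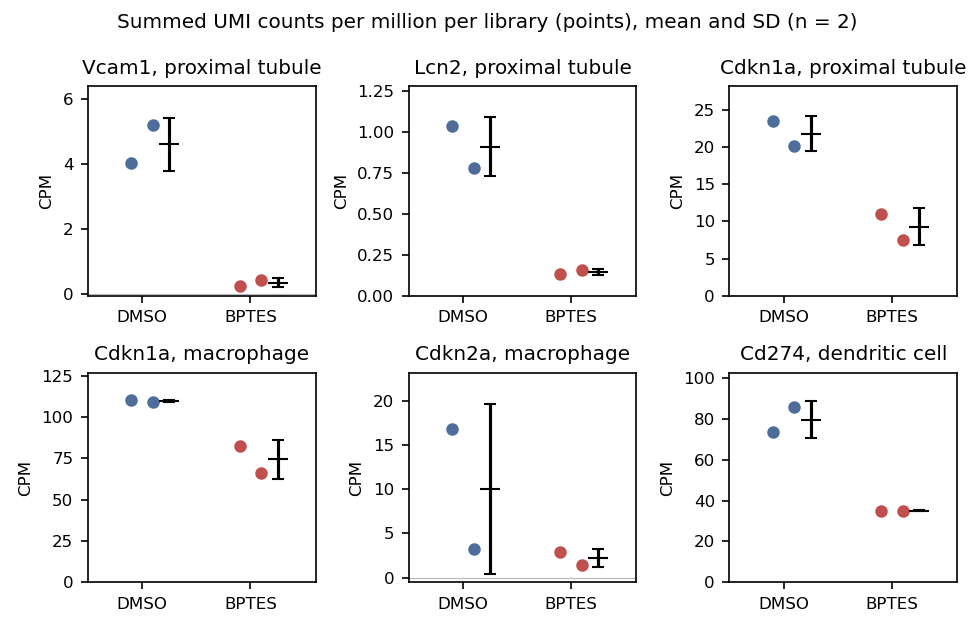
Summed UMI counts in CPM of 5 genes fixed in advance, in 6 gene and class pairs, for each library (points), with the mean and SD of each group (n = 2, black). Vcam1 in proximal tubule falls from 4.62 to 0.349 CPM, and 1 of the DMSO libraries holds most of the Cdkn2a signal in macrophages.

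Gene lists fixed in advance were compared in the same 8 classes. With camera at its preset correlation, 40 of 94 list and class pairs were called, 34 lower and 6 higher under BPTES. Under fry, 4 pairs were called, 3 of them shared with camera: NF-kB inflammation and MHC class II in proximal tubule and the nuclear-encoded respiratory chain in macrophages. With the correlation estimated from the data, camera called 0 pairs, with 4 at an unadjusted p under 0.05. The tubular injury list was lower in 6 of 8 classes, with a median log2 fold change of -1.48 in proximal tubule. Senescence and secretory genes were lower in 5 of 8 classes (median -0.67 in proximal tubule, -0.55 in macrophages), and NF-kB inflammation in 5 (-0.64 in proximal tubule). MHC class II was lower in 4 classes (-0.91 in proximal tubule), extracellular matrix in 3 of 6 (-1.68 in proximal tubule), and the interferon response in 3 of 8 (-0.74 in proximal tubule). The extracellular matrix list includes the fibroblast markers Col1a1, Col1a2 and Col3a1. Fibroblasts made up 3.97% of the CD45-negative cells in DMSO replicate 2, against 0.718% to 0.918% in the other libraries. Fibroblast RNA carried over into other classes was not tested for this list and is not excluded. Immediate early and dissociation genes were lower in proximal tubule (-0.71) and endothelium (-0.51), and were called in neither without BPTES replicate 1 (-0.64 and -0.52).

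Some of these calls were lost when 1 library was left out, given here as the median without it. Tubular injury was not called in distal convoluted tubule without BPTES replicate 1 (-0.60) or DMSO replicate 2 (-0.06), nor NF-kB inflammation in endothelium without BPTES replicate 1 (-0.15) or DMSO replicate 2 (-0.09). MHC class II was not called in dendritic cells without BPTES replicate 2 (-0.12) or DMSO replicate 1 (-0.17). Extracellular matrix was not called in endothelium without BPTES replicate 2 (-0.61) or in T cells without DMSO replicate 2 (-0.11). The interferon response was not called in T cells without BPTES replicate 2 (-0.14) or DMSO replicate 2 (-0.06), or in B cells without DMSO replicate 2 (-0.11). Senescence and secretory genes kept their 5 calls whichever library was left out, and were also called in endothelium without BPTES replicate 2 (-0.25) or DMSO replicate 1 (-0.19) and in distal convoluted tubule without DMSO replicate 1 (-0.49).

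Among the remaining lists, p53 targets (-0.36) and the amino acid stress response (-0.30) were lower in proximal tubule only. The amino acid stress call was lost without BPTES replicate 1 (-0.19). Glutamine and glutamate metabolism was called in 0 of 8 classes by camera, with medians from -0.10 to 0.16 and 1 class at an unadjusted p under 0.05, while fry called it lower in proximal tubule. Camera called it higher in distal convoluted tubule without BPTES replicate 2 (0.33). The respiratory chain encoded in the mitochondrial genome was higher in 5 of 8 classes (0.30 in proximal tubule, 0.44 in distal convoluted tubule). The median mitochondrial share per barcode was 19.0% and 23.6% in the BPTES libraries and 15.3% and 14.0% in the DMSO libraries. Among the cells kept, 19.8% and 22.7% against 15.4% and 15.8% had over 25% mitochondrial UMIs. A difference in cell quality between the groups is therefore not excluded as the source of this rise. The median of this list in distal convoluted tubule was -0.11 when cells were limited to 25% mitochondrial UMIs. The call of this list was lost in proximal tubule without BPTES replicate 2 (0.11) or DMSO replicate 1 (0.18), in macrophages without BPTES replicate 2 (0.14), and in monocytes without BPTES replicate 1 (0.06) or DMSO replicate 1 (0.13) or 2 (0.16). The nuclear-encoded respiratory chain was lower in 4 classes (-0.31 in macrophages) and higher in distal convoluted tubule (0.54). Its call was lost in monocytes without BPTES replicate 1 (-0.09) or DMSO replicate 1 (-0.16) and in T cells without DMSO replicate 2 (-0.10). No called list had a median or mean of the other sign than its test.

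Whether a gene responded differently in proximal tubule and macrophages was tested as an interaction over 17648 genes. The effect differed for 182 genes, 92 of them more positive in macrophages (edgeR, adjusted p under 0.05), and 3135 genes had an unadjusted p under 0.05. RLE scaling gave 378 genes, 264 of them more positive in macrophages, so the split moved with the scaling. Without BPTES replicate 1 or 2 edgeR called 0 genes (3020 and 2028 at an unadjusted p under 0.05), and without DMSO replicate 1 or 2 it called 683 and 438. Among the fixed genes Vcam1 was called, with a fall larger in proximal tubule by 2.87 on the log2 scale (SE 0.40, adjusted p 0.0413). The Vcam1 difference was 2.51 without BPTES replicate 1 and 3.26 without BPTES replicate 2, and 2.85 without the low-count filter on all 4 libraries, and was called in none of these 3 fits. For Cdkn1a the difference was 0.63 (SE 0.12, adjusted p 0.0545).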

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

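The tests described here of the same share among all tested genes, of immunoglobulin RNA in other classes and of other splits of the libraries, and the fits of the interaction with 1 library left out, were chosen after the result was seen.

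The treatment effect differed between proximal tubule and macrophages for 182 of 17648 genes by an interaction test in edgeR, which is why this result deserves a closer look. Of these, 143 had fold changes of opposite sign in the 2 classes, and 4 were past the threshold in both with opposite signs. These 4 are named after their values were seen: Slc16a10 (log2 fold change 1.31 in proximal tubule, -0.56 in macrophages), Etv1 (0.69 and -1.04), Mzb1 (1.38 and -1.58) and Bbc3 (-1.40 and 0.47). In proximal tubule each of the 4 lost its call without BPTES replicate 2 (1.10, 0.58, 1.24 and -1.17), and in macrophages each lost it without BPTES replicate 1 (-0.53, -1.18, -1.66 and 0.46) or 2 (-0.60, -0.93, -1.51 and 0.49). Further macrophage calls were lost without DMSO replicate 2 for Etv1 (-0.88) and Mzb1 (-1.10) and without DMSO replicate 1 for Bbc3 (0.42). With predicted doublets kept, Mzb1 (1.35) and Bbc3 (-1.34) lost their proximal tubule calls, as did Mzb1 with a 25% mitochondrial limit (1.30), and Bbc3 lost its macrophage call at clustering resolution 2 (0.46). Mzb1 in macrophages took the opposite sign with predicted doublets kept (0.79) and at clustering resolution 2 (0.63). The whole count rests on both BPTES libraries, since edgeR called 0 genes without BPTES replicate 1 (3020 at an unadjusted p under 0.05) or 2 (2028), 683 without DMSO replicate 1 and 438 without DMSO replicate 2.

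RNA from other cells in the medium is a candidate explanation. Of the 182 genes, 83 (45.6%) were immunoglobulin genes or met a criterion for such RNA, and 4 of these were immunoglobulin genes. The criterion was a level in 1 class over 10 CPM and over 10-fold that in the other. The fold change in the other class also had to go in the direction of the interaction. By the same criterion it was 1910 of all 17648 tested genes (10.8%). The share is above that of all tested genes but is not a majority. Genes with opposite signs in the 2 classes, 143 of the 182, meet the condition on direction by design. The share among all tested genes is therefore not a like comparison. A change within 1 cell type can also fall on genes typical of the other. A true difference in response and carried-over RNA cannot be told apart for these genes. The fixed proximal tubule markers rose in macrophages by a median log2 fold change of 0.95 and in the other 4 CD45-positive classes by a median of 0.38, with 0.92 in B cells. They also rose in distal convoluted tubule (1.22, 10 of 10 higher) and endothelium (0.21, 10 of 12 higher). Because B cells and distal convoluted tubule are near or above macrophages and the other classes below, proximal tubule RNA in the medium and a change in macrophages cannot be told apart for these markers. Igkc had a median log2 fold change of 2.37 over the 7 classes that are not B cells. The amounts differ beyond their errors between macrophages (1.29, SE 0.17) and distal convoluted tubule (2.84, SE 0.24), while a different baseline in each class could also give unequal amounts, so immunoglobulin RNA in the medium stays open. A different effect of BPTES on the 2 cell types also stays open.

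Over the 8 classes, the real grouping gave 2172 calls and the other splits of the 4 libraries gave 1 and 0. As 1 of only 3 splits has as many calls, and no share under 0.05 can be had from 3, chance cannot be excluded by splits. A processing batch that follows the treatment was not tested, since the labels give none.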

How the results depend on the processing

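The fits without a cluster, the shares of clusters by number and the interaction with 1 library left out were chosen after the result was seen. Where a value changed, the cause was not tested.

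The plasma cell share kept its direction and its call in each alternative fit, with log2 ratios from 2.58 to 3.26. Of 32 called gene and class pairs followed through the alternatives, 6 kept their call and direction in every alternative, and 16 did so when the fits without a BPTES library are set aside. Of 40 called gene lists, 22 kept both in every alternative other than fry and the estimated correlation. Over all log2 fold changes followed, 308 of 393 values stayed on the same side of the threshold with the same sign, 76 lost the call, 6 gained one and 3 changed sign.

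Leaving out 1 library gave from 17 to 1614 genes in proximal tubule, 1 to 1260 in macrophages, 6 to 284 in T cells, 131 to 228 in endothelium, 0 to 719 in monocytes, 12 to 529 in dendritic cells, 4 to 1244 in distal convoluted tubule and 6 to 227 in B cells. It gave 0 to 1655 in the sum of CD45-negative cells, 45 to 1541 in the sum of CD45-positive cells, 1 to 8 classes changed in share, 36 to 44 gene lists and 0 to 683 genes in the interaction. The count of 0 in monocytes came from edgeR without BPTES replicate 1 or 2 (1612 and 1556 at an unadjusted p under 0.05), against 500 with DESeq2 on all libraries. That in CD45-negative cells came without BPTES replicate 2 (509), against 313 with DESeq2, and that in the interaction without BPTES replicate 1 or 2 (3020 and 2028).

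DESeq2 called 1033 genes in proximal tubule, 112 in T cells, 500 in monocytes, 100 in distal convoluted tubule, 16 in B cells, 313 in CD45-negative and 2611 in CD45-positive cells. RLE scaling gave 378 genes in the interaction. Without the low-count filter there were 2377 genes in proximal tubule, 2035 in macrophages, 607 in T cells, 691 in endothelium, 1564 in monocytes, 1063 in dendritic cells, 553 in distal convoluted tubule, 265 in B cells, 6 in CD45-negative cells and 1007 in the interaction. With the replicate number as a block there were 2634 in proximal tubule, 583 in macrophages, 363 in T cells, 490 in monocytes, 1045 in dendritic cells, 906 in distal convoluted tubule, 7 in B cells and 712 in CD45-positive cells. The labels do not say whether the replicate numbers pair the libraries. Across genes, the deviations of libraries with the same number correlated at -0.07 to 0.18 per class, and genes are not independent replicates.

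A 25% mitochondrial limit gave 4 genes in T cells and 17 in distal convoluted tubule, and turned the median of the mitochondrially encoded respiratory chain in distal convoluted tubule to -0.11. With predicted doublets kept there were 91 genes in proximal tubule, 553 in macrophages, 23 in T cells, 201 in endothelium, 778 in monocytes, 864 in dendritic cells, 3 in distal convoluted tubule and 56 in B cells, and Mzb1 in macrophages turned to 0.79. At clustering resolution 2 there were 253 in macrophages, 47 in T cells, 277 in monocytes, 254 in dendritic cells, 43 in B cells and 880 in CD45-positive cells. There the share of innate lymphoid cells, a class that then also holds a cluster led by Tnfrsf4, Foxp3 and Ctla4, turned to -0.27, Vcam1 in dendritic cells to 0.012 and Mzb1 in macrophages to 0.63. Without cluster 34 there were 106 genes in proximal tubule, and without cluster 48 there were 193 in dendritic cells.

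The exact permutation test called 0 classes by share, as its smallest p is 0.333, against 1 in edgeR (3 at an unadjusted p under 0.05). Tests on clusters by number called 5. For gene lists, fry called 4 pairs (21 at an unadjusted p under 0.05), and camera with an estimated correlation called 0 (4 at an unadjusted p under 0.05). On simulated counts 11.3% of edgeR's calls were false, which limits how firmly a single call can be read.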

Other observations

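Several tests were chosen after the result was seen. These were the tests of Il1b in proximal tubule, of Jchain, of the macrophage cluster led by Cd5l and of fold changes without cluster 48. Also among them were 6 genes outside the immunoglobulin family, the cells without an assessed Igkv gene and the B cell share. So were clusters redrawn without the called genes, immediate early genes and DMSO replicate 1. The limits used to read the tests (20% and 50% still called, a Jaccard index of 0.5, and 0.8 of a fold change with a lower quartile of 0.5) were also set after values were seen.

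The higher share of plasma cells under BPTES was weighed against 3 explanations. If immunoglobulin RNA in the medium had made other cells look like plasma cells, these would lack plasma cell genes outside the immunoglobulin family. The genes used were Prdm1, Irf4, Txndc5, Eaf2, Creb3l2 and Sec61b. With cells thinned to 1500 non-immunoglobulin UMIs, 67.1% of BPTES plasma cells and 74.5% of DMSO plasma cells had at least 3 of 6 such genes, against 0.683% and 0.676% of B cells, which argues against it. Of the plasma cells, 62 BPTES and 4 DMSO cells were too shallow for this test. Carry-over of blood or lymphoid tissue would also add B cells. Their mean share was 9.43% under BPTES and 6.91% under DMSO (log2 ratio 0.45, SE 0.28). That of plasma cells was 6.66% and 0.766% (3.12, SE 0.32). As equal numbers of added cells raise a rarer class by a larger ratio, the ratios cannot exclude carry-over. Growth of 1 clone would give 1 leading Igkv gene in most plasma cells of a library. In BPTES replicate 1 it was 16 of the 160 cells (10%) with at least 10 UMIs of such a gene, and in BPTES replicate 2 it was 12 of 138 (8.70%). The other 101 and 61 cells were not assessed, and if each carried the leading gene its share of all plasma cells would be 44.8% and 36.7%, still under a majority. IgA led in 54.4% and 83.9% of the BPTES and in 32.1% and 18.5% of the DMSO plasma cells, and the DMSO shares rest on 28 and 27 cells. An effect of BPTES on plasma cells may remain as a hypothesis, found and tested on the same data with 2 libraries per group. A difference between mice or preparations that follows the treatment was not tested.

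Tested by number, 5 of 52 clusters differed in share (16 at an unadjusted p under 0.05). These were cluster 26 (plasma cells), cluster 34 (a proximal tubule cluster with 20 and 18 BPTES and 123 and 110 DMSO cells), cluster 41 (macrophages, 22 and 21 against 89 and 69), cluster 42 (unnamed, 11 and 7 against 54 and 126) and cluster 48 (dendritic cells, 2 and 4 against 28 and 27). Clusters could be drawn by the very genes that differ between the groups. Clustering without the 2733 called genes gave back clusters 26, 34, 41 and 42 with a Jaccard index of at least 0.541 and the same direction, which argues against this for these 4. For cluster 48 the best match had an index of 0.0556, so a rarer cell state and a split drawn by the called genes cannot be told apart.

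Fewer cells of these clusters could also lower the genes of their class. Without cluster 34, the median of the tubular injury list in proximal tubule was -0.96 instead of -1.48 (camera p 5.1e-10), and 63.8% of the called proximal tubule genes were still called, so the loss of that cluster is not the whole cause. Without cluster 41, 87.9% of the macrophage genes were still called. With macrophage UMIs thinned to equal totals, 80.3% were. At clustering resolution 2, however, a cluster of 851 cells led by Cd5l (147 and 111 under BPTES, 371 and 222 under DMSO) leaves the class, and 243 of the 1331 genes (18.3%) were still called. Their fold changes kept a median of 0.848 of their size there (lower quartile 0.744), with the same sign for 1318 of 1322, and 0.873 within that cluster alone. With class and cluster together 959 stayed called. Fewer cells of that cluster are therefore not the whole cause of the fold changes, though most calls depend on these cells being counted in the class. In dendritic cells 42.4% of the genes were still called without cluster 48, but their fold changes kept a median of 0.961 of their size (lower quartile 0.888), with the same sign for 414 of 428. Fewer cells of that cluster are therefore not the whole cause.

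Cdkn2a in macrophages was -2.24 without cluster 41, so that fewer cells of that cluster are not the cause of the difference. A candidate explanation is 1 DMSO library with a high value: without DMSO replicate 1 the log2 fold change was -0.54 (SE 0.42, adjusted p 0.476; 0.0140 to 0.646 over the alternatives). This lies between 1 and 2 standard errors, so a treatment effect and 1 high library cannot be told apart. Macrophages held 71.7% of that library's Cdkn2a UMIs, against 35.6%, 22.6% and 39.4% in BPTES replicates 1 and 2 and DMSO replicate 2.

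The immediate early and dissociation list was lower in proximal tubule (-0.71) and endothelium (-0.51), though called in neither without BPTES replicate 1 (-0.64 and -0.52). Digestion or handling shared by all cells could lower it in every class. Its median over the 5 CD45-positive classes was -0.030, with class medians on both sides of 0, so handling and treatment cannot be told apart.

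RNA from other cells in the medium was also weighed for Il1b in proximal tubule and Jchain in B cells. If it were the source of Il1b there, Il1b would stand no higher, relative to CD45-positive cells, than markers of these cells do. It stood at 0.433% under DMSO and 0.391% under BPTES, against marker medians of 0.567% and 0.515%, as leukocyte RNA in the medium would give. Relative to neutrophils, the class with the most Il1b, it stood at 0.0394% and 0.0350%, above their marker medians of 0.0231% and 0.0174%. As the 2 references differ, such RNA and expression in proximal tubule cannot be told apart. The share relative to CD45-positive cells was 7.58% and 2.49% for Vcam1, 17.1% and 11.6% for Cdkn1a, and 3.24% and 0.562% for Lcn2. Jchain would rise by a like amount in every class if plasma cell RNA were its source. Its log2 fold change was 3.24 (SE 0.24) in B cells and a median of 3.01 in the 7 other classes, and the highest and lowest class did not differ beyond their errors, as such RNA would give. A change of Jchain within B cells was not tested apart from it.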
